A study of Homo sapiens with 6 samples. Its data were reported in "Loss of the DYRK1A Protein Kinase Results in the Reduction in Ribosomal Protein Gene Expression, Ribosome Mass and Reduced Translation" (2023).

How the data were processed

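T98G, a human glioblastoma cell line, was transduced with a lentivirus carrying a control short hairpin RNA (shControl) or one directed against the kinase DYRK1A (shDYRK1A), and 3 libraries were sequenced per condition, named 1A, 1B and 1C in each. Before RNA extraction the authors had mixed equal numbers of T98G cells with a constant number of Kc167 cells, a Drosophila line, so that fly reads could serve as an external scale. Groups and replicate names were taken from the sample titles.

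The authors deposited 1 table of raw gene counts per library, made from stranded paired-end mRNA reads, with 58174 human gene identifiers each. Summary lines named in the manner of the STAR gene counter give unmapped, multimapping, feature-less and ambiguous reads, and they were kept out of library sizes and tests. Across the 6 libraries the unmapped reads made up 8.44 to 15.65% of all reads, multimapping reads 2.26 to 2.49%, reads outside features 3.66 to 4.81% and ambiguous reads 3.42 to 3.59%. The aligner version and annotation were not stated in the labels. A second deposited table holds the authors' size-factor normalized signal for 23026 genes, each column being the raw counts divided by a single constant per library, which the study's methods derive from the fly reads. The remaining deposited table holds the authors' DESeq2 comparison, with log2 fold changes and their errors, a Wald statistic (a score, not used here), and p-values with their adjusted form. Coordinates of 95.71% of the 23026 genes equalled those of GENCODE v29, so the build was taken as GRCh38.

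The count tables used here list human genes only. The design had planned size factors from fly gene counts, with the constants implied by the authors' normalized signal as the stated replacement, and these constants were therefore used throughout. Alternatives that needed fly counts were not run. The number of per-sample columns that matched no sample was 0.

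Genes were kept when the mean normalized count, expressed as CPM of the mean library size, was above 10, which left 9697 genes. Differential expression was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, robust), using the size factors as normalization, and p-values were adjusted by the Benjamini-Hochberg method over the 9697 genes. A gene was called at an adjusted p below 0.05 and a log2 fold change above 0.7 or below -0.7. Standard errors are the fold change divided by the square root of the F statistic. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01, on log2 CPM with a prior count of 2) and with fry. Lists comprised the ribosomal protein genes (RPGs), transcripts with a terminal oligopyrimidine tract (TOP), ribosome biogenesis factors, S phase genes, G2/M genes, interferon-stimulated genes, p53 targets, mitochondrial ribosomal proteins, nuclear-encoded subunits of oxidative phosphorylation and protein-coding genes of the mitochondrial genome. The RPG list has 90 genes. The list, and whether DYRK1A occupied each promoter in T98G chromatin, were taken from the study's supplementary list as categories. Single values per library were compared by a two-sided exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. Groups of genes were compared by a two-sided permutation test with 100000 permutations. Shares of counts in single libraries carry 95% Wilson intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules. Scripts ran in R 4.3.3 and Python 3.11.15 with scipy 1.17.1, and DESeq2 1.42.0 served as an alternative test.

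For trends, log2 levels were regressed per library on GC content or gene length with a natural spline of 4 degrees of freedom, and the fit entered edgeR as an offset. Words of 7 bases present in at least 100 genes were scanned in 3′ UTRs of at least 50 bases, with fold changes corrected for UTR length, GC content and expression. The main tests and thresholds, the gene lists and the rule for named genes were fixed before the data were examined. Named genes are DYRK1A, DYRK1B, DYRK2, DYRK3, DYRK4, EIF4E2, RPL7A, RPS6, RPL10A and RPL12, the 5 largest rises and 5 largest falls among called genes whose libraries separate completely by group, the 3 lowest and 3 highest RPGs, and the lowest and highest gene of each list that passed its test. A further gene that the rule names is not reported here. Alternatives were TMM and median-of-ratios scaling over the human genes, DESeq2's Wald test, edgeR's filterByExpr, no filter beyond 1 count, the replicate letter as a block, each library left out in turn, other thresholds, other RPG subsets, fry, and camera with an estimated correlation. DESeq2 with a fold-change prior was added after seeing the data.

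The steps were tested on simulated data. With counts drawn for 9697 genes, of which 200 had changed, edgeR called 100% of the changed genes, with a median error of 0.046 in log2 fold change, and 9 unchanged genes passed an adjusted p of 0.05. With no gene changed, 0 of the 9697 passed and 512 had an unadjusted p below 0.05. A GC trend planted in 9697 genes gave 539 false calls before its removal and 0 after it. These counts were drawn with the spread of the TMM fit and analysed with the size factors that had generated them. Error in the spike-in scale of a library was therefore not simulated, and these rates do not cover it. In the scan of 3′ UTR words, run on 9275 genes, a planted word ranked 1. The permutation test gave p below 0.05 in 5.5% of 1000 unchanged draws of 80 genes. The test was first run with 20 of these draws, of which 3 passed, and then with 200, of which 17 did, and the number was raised after each of those results was seen. Replicates were compared for duplication: the chi-square per degree of freedom between libraries of a group lay between 4.76 and 19.86 over 9697 genes, above the value near 1 that sequencing a library again would give.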

Results

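Messenger RNA was measured in 6 libraries of T98G cells, 3 infected with shControl and 3 with shDYRK1A. Gene counts summed to 39502742, 42154438 and 41203614 in shControl 1A, 1B and 1C, and to 38783612, 33708297 and 40440545 in shDYRK1A 1A, 1B and 1C. The size factors that the authors derived from the fly spike-in were 0.821, 0.881 and 1.03 in shControl and 1.06, 1.08 and 1.21 in shDYRK1A. On log2 CPM after TMM scaling, the first principal component held 82.8% of the variance and separated the conditions, and the second held 8.1% and set shDYRK1A 1B apart from the other shDYRK1A libraries.

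The target of the hairpin was examined first. DYRK1A (ENSG00000157540, GRCh38 chromosome 21, 37365573 to 37526358, plus strand, protein coding) had 1829, 1969 and 1946 raw counts in shControl 1A, 1B and 1C, and 1568, 1140 and 1560 in shDYRK1A 1A, 1B and 1C. Its spike-in normalized count was 2119 ± 194 (SD, n = 3) in shControl and 1274 ± 213 (SD, n = 3) in shDYRK1A, with each shDYRK1A library below each shControl library. The log2 fold change was -0.73 with a standard error of 0.15 and an adjusted p of 5.33e-06 in edgeR's quasi-likelihood test. The alternative that moved it most was scaling by the human genes, which gave -0.33 under both TMM and median of ratios. The adjusted p stayed below 0.05 in all 6 edgeR fits that left out one library. The fold change no longer passed the threshold of -0.7 in 3 of them, without shControl 1A (-0.696), shControl 1B (-0.693) or shDYRK1A 1B (-0.615), nor under scaling by the human genes. Without reference to the spike-in, DYRK1A stood at 46.8 ± 0.465 CPM (SD, n = 3) in shControl and 37.6 ± 3.41 CPM (SD, n = 3) in shDYRK1A. These values are of mRNA, and the study reported the reduction in DYRK1A protein separately, by western blot. Of the other family members, DYRK1B rose by 0.65 (adjusted p 0.000222) and DYRK2 fell by 0.67 (adjusted p 0.000253). DYRK4 (log2 fold change -0.20, adjusted p 0.272) did not change beyond the spread of the libraries, and its sign turned under TMM scaling (0.19). DYRK3, at a mean of 7.98 CPM, was under the expression filter.

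**Figure D1:**
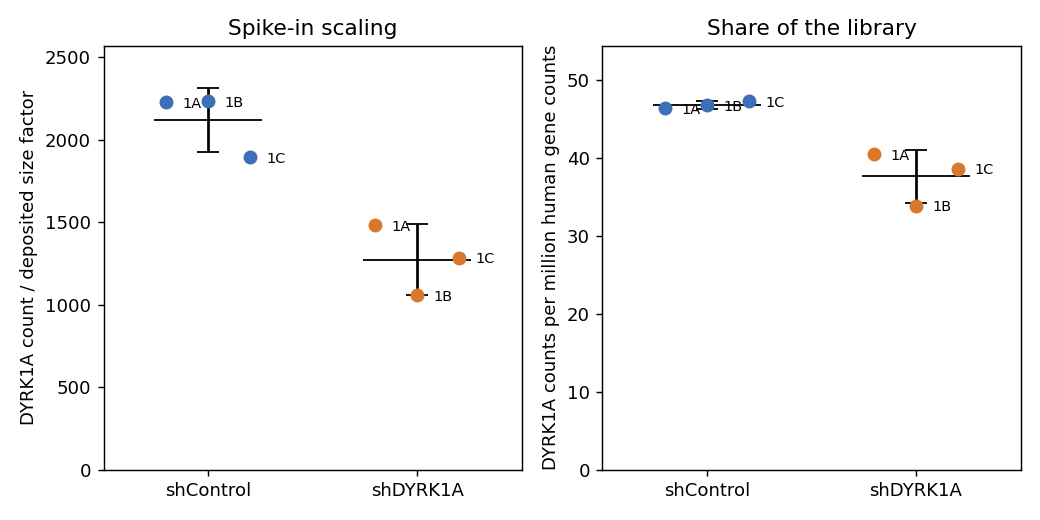
DYRK1A in each library (points, labelled by replicate), with the mean and SD of 3 libraries in black. The left axis is the count divided by the deposited size factor and the right axis is CPM over the human genes. All 3 shDYRK1A libraries lie below all 3 shControl libraries on both scales.

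By design, equal numbers of T98G cells were mixed with a constant number of fly cells. If that mix did not vary between libraries, human counts per size factor compare the mRNA content of the cells. They were 48090252, 47835662 and 40116360 in shControl 1A, 1B and 1C and 36658657, 31230657 and 33310112 in shDYRK1A 1A, 1B and 1C. In units of 1e6 counts the group values were 45.4 ± 4.53 (SD, n = 3) and 33.7 ± 2.74 (SD, n = 3). The difference of -0.42 on the log2 scale separated the groups completely, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Leaving out shControl 1C moved the difference most, to -0.51.

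**Figure D2:**
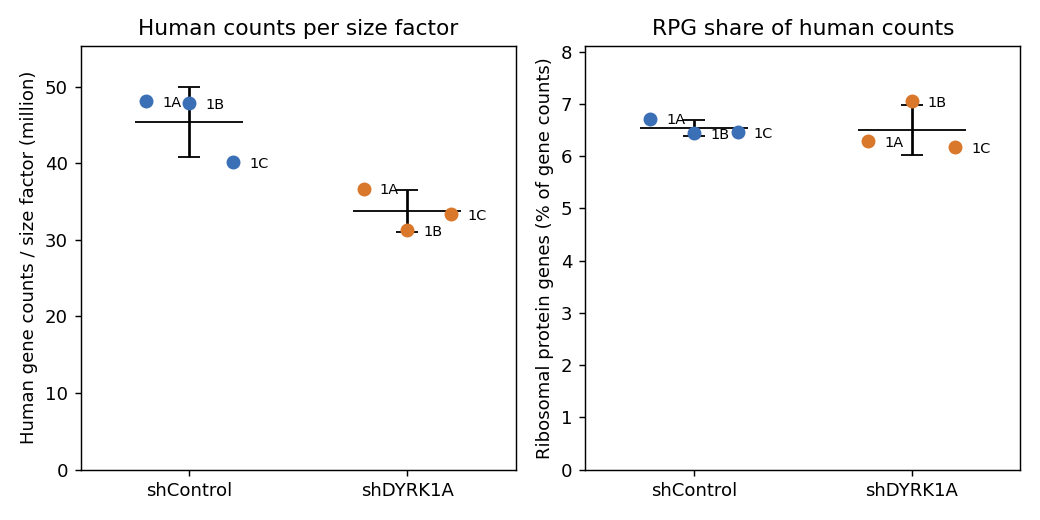
Human gene counts per spike-in size factor, in units of 1e6 counts (left), and the share of gene counts from RPGs in percent (right), per library, with the mean and SD of 3 libraries in black. The groups separate in the left panel and overlap in the right panel, where shDYRK1A 1B has the highest share at 7.05%.

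With spike-in scaling, 6250 of the 9697 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test, 6145 of them lower and 105 higher in shDYRK1A. Past the fold-change threshold, 1386 genes were lower and 27 higher, so that 98.1% of the calls were falls. The median log2 fold change over all genes was -0.40, and 93.6% of the genes had a negative value. The groups did not overlap for 65.2% of the genes, where chance gives 10% for a single gene. All genes of a library share 1 size factor, so a shared shift can separate many genes together. The 65.2% is therefore no measure of genes that changed independently. The alternative that moved the lower genes by the largest number was an adjusted p below 0.05 alone, with the 6145 above, and by the largest ratio median-of-ratios scaling over the human genes, with 184. The higher genes moved most with edgeR's filterByExpr, to 229. TMM over the human genes moved the median of all genes to 0.00 and gave 187 lower and 121 higher genes, so that 60.7% of its calls were falls. All 187 lower genes were also lower with spike-in scaling, and all 27 genes that were higher with spike-in scaling were among the 121. Single libraries moved the counts: 908 genes were lower without shDYRK1A 1B, 2093 without shControl 1C and 2083 without shDYRK1A 1A, and 16 genes were higher without shControl 1C. Fold changes below are given with spike-in scaling, and the shared shift of -0.40 has to be subtracted to compare a gene with the others.

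The largest falls with separated groups were those of TPRG1L, ITGB1, CHAC1, RPIA and TMEM245. TPRG1L (ENSG00000158109, chromosome 1, 3625002 to 3630127, plus strand) went from 1521 ± 114 normalized counts (SD, n = 3) to 392.9 ± 41.2 (SD, n = 3), a log2 fold change of -1.95 with a standard error of 0.16 (adjusted p 3.79e-31). ITGB1 (ENSG00000150093, chromosome 10, 32900319 to 33005792, minus strand) went from 21800.0 ± 2050.0 (SD, n = 3) to 6010.0 ± 673 (SD, n = 3), a log2 fold change of -1.86. CHAC1, RPIA and TMEM245 had log2 fold changes of -1.83, -1.82 and -1.82. These falls were larger than that of DYRK1A, as were those of 1149 genes in all. The largest rises were those of MMP1, ANKFN1, FGG, MMP3 and COL8A1. MMP1 (ENSG00000196611, chromosome 11, 102789920 to 102798160, minus strand) went from 4424 ± 534 normalized counts (SD, n = 3) to 18750.0 ± 959 (SD, n = 3), a log2 fold change of 2.08 with a standard error of 0.14 (adjusted p 9.61e-48). ANKFN1, FGG, MMP3 and COL8A1 had log2 fold changes of 1.89, 1.71, 1.66 and 1.34. All 10 genes kept their direction and an adjusted p below 0.05 under TMM scaling and in each of the 6 fits that left out one library.

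The study asked whether depletion of DYRK1A lowers the transcripts of RPGs. Of the 90 RPGs, 83 passed the expression filter, and 71 of these (85.5%) were among the 5% most abundant genes. All 83 had a negative log2 fold change with spike-in scaling, with a median of -0.43 and quartiles of -0.53 and -0.34. The adjusted p was below 0.05 for 67 RPGs over all genes and for 69 when adjusted over the list alone, and 3 RPGs passed the fold-change threshold. The list was lower as a whole in limma's self-contained test (fry p 0.0204). It did not differ from the other genes in the competitive test (camera p 0.717), and its median lay -0.03 from that of all genes. TMM scaling moved the median to -0.01, with 43 RPGs negative and 40 positive and a fry p of 0.742. At an adjusted p below 0.05 in edgeR's test, 13 RPGs were lower and 8 higher under TMM scaling. Without shDYRK1A 1B the list lay -0.09 from all genes and camera gave an adjusted p of 0.0371 over the 10 lists, against 0.797 with all libraries and 0.537 to 0.972 without one of the others. Against wider backgrounds camera's p was 0.00261 (filterByExpr) and 2.53e-07 (no filter beyond 1 count). The median of all genes was -0.368 and -0.335 there, further from the RPG median. The fry p rose to 0.0536, 0.0689, 0.0597 and 0.0659 without shControl 1A, shControl 1B, shDYRK1A 1B and shDYRK1A 1C.

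The lowest RPGs were RPL26, RPL22L1 and RPS3A. RPL26 (ENSG00000161970, chromosome 17, 8377516 to 8383250, minus strand) had a log2 fold change of -1.14 with a standard error of 0.16, from 1403 ± 350 normalized counts (SD, n = 3) to 637.6 ± 122 (SD, n = 3). Its count is uncertain, since 14.3% of its exonic bases are shared with another gene on the same strand, and so are those of FAU (21.6%), RPL7A (12.7%) and, to a lesser extent, RPS3A (2.8%) and RPL28 (0.9%). RPL22L1, a paralog, had a log2 fold change of -1.05 and RPS3A one of -0.77. All 3 remained lower under TMM scaling, with log2 fold changes of -0.73, -0.63 and -0.36. The highest were FAU, RPS28 and RPL28, with log2 fold changes of -0.11, -0.16 and -0.16 that turned to 0.30, 0.26 and 0.25 under TMM scaling. Without shControl 1C, RPS28 (-0.25) and RPL28 (-0.27) had an adjusted p below 0.05. Among RPGs with the palindromic promoter element that DYRK1A recognizes, RPL7A, RPS6, RPL10A and RPL12 had log2 fold changes of -0.50, -0.56, -0.40 and -0.54, each with an adjusted p below 0.05 in edgeR's test. Under TMM scaling RPL10A changed sign (0.01) and none of the 4 passed. RPL10A also lost an adjusted p below 0.05 without shControl 1A (log2 fold change -0.34) or shDYRK1A 1C (-0.38). EIF4E2, which encodes no ribosomal protein, had 4154 ± 308 normalized counts (SD, n = 3) in shControl and 4183 ± 266 (SD, n = 3) in shDYRK1A, a log2 fold change of 0.01 (adjusted p 0.951), rising by 0.41 under TMM scaling. Its sign turned without shControl 1C or shDYRK1A 1A (-0.04 each). RPG counts are uncertain in general, because reads shared with processed pseudogenes are lost to unique counting.

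As a measure that does not depend on the spike-in, RPGs made up 6.71, 6.43 and 6.46% of human counts in shControl 1A, 1B and 1C, and 6.28, 7.05 and 6.17% in shDYRK1A 1A, 1B and 1C. The 95% Wilson interval of shDYRK1A 1B ran from 7.04 to 7.06%, and those of the other libraries were no wider. Group values were 6.53 ± 0.155% (SD, n = 3) and 6.50 ± 0.48% (SD, n = 3), a difference of -0.03 percentage points that was smaller than the spread between replicates (two-sided exact permutation p = 1.0). Library shDYRK1A 1B decided this value: without it the difference was -0.31 percentage points, with both remaining shDYRK1A libraries below all shControl libraries (exact p = 0.1). Without shControl 1A the difference was 0.06 percentage points, and without shDYRK1A 1A or 1C it was 0.07 or 0.13.

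RPGs with and without DYRK1A at their promoter were compared next. The 20 occupied RPGs had a median log2 fold change of -0.40 and the 63 others one of -0.43. The difference of 0.03 was not past the threshold (two-sided permutation p = 0.555, across genes, which are not independent replicates), and it changed sign when means were compared (-0.03) or without shControl 1A (-0.01). Per library, the mean log2 level of occupied minus other RPGs was -0.14 ± 0.00709 (SD, n = 3) in shControl and -0.17 ± 0.0154 (SD, n = 3) in shDYRK1A (two-sided exact permutation p = 0.1, the smallest possible). Means follow extreme genes more than medians do. RPL26, whose count is uncertain, had the lowest log2 fold change of the occupied RPGs (-1.14), and RPL22L1 that of the others (-1.05). The means were not run without RPL26, so a fall shared by the occupied RPGs is not shown. In shControl cells the median level of occupied RPGs was higher by 0.25 on the log2 scale (15.06 against 14.81), which was not past the threshold (permutation p = 0.568), and per kilobase of exon the difference was -0.09 (permutation p = 0.822).

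**Figure D3:**
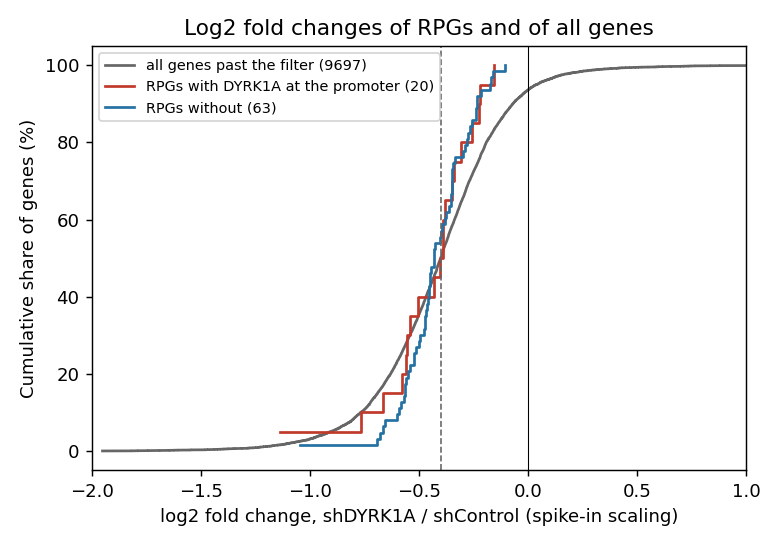
Cumulative share of genes in percent against log2 fold change with spike-in scaling, for the 9697 genes past the filter, the 20 RPGs with DYRK1A at the promoter and the 63 without. The dashed line is the median of all genes, -0.40, and all RPGs lie below 0. After TMM scaling 43 RPGs were negative and 40 positive.

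In camera's competitive test over 10 lists, 6 lists differed from the other genes. S phase genes (42 genes) had a median log2 fold change of -0.93, which is -0.53 relative to all genes (adjusted p 5.09e-18), and all 42 were lower. G2/M genes (50 genes) lay -0.22 from all genes (adjusted p 6.75e-06), TOP transcripts without RPGs (20 genes) -0.21 (adjusted p 0.0176) and ribosome biogenesis factors (45 genes) -0.17 (adjusted p 0.0217). Interferon-stimulated genes (22 genes) lay 0.37 above all genes (adjusted p 6.75e-06) and subunits of oxidative phosphorylation (71 genes) 0.22 above (adjusted p 0.000302), although their medians with spike-in scaling were -0.03 and -0.18. Mitochondrial ribosomal proteins (71 genes, 0.06), mitochondrially encoded genes (13 genes, 0.09), p53 targets (19 genes, 0.00) and RPGs (-0.03) did not differ. All genes of the mitochondrial genome together took 5.13 ± 0.137% of human counts (SD, n = 3) in shControl and 5.61 ± 0.124% (SD, n = 3) in shDYRK1A, a measure independent of the spike-in that separated the groups (two-sided exact permutation p = 0.1, the smallest possible). The same 6 lists passed under TMM scaling. With spike-in scaling the 4 lower lists were also past the threshold in fry and the 2 higher ones were not. Mitochondrial ribosomal proteins, p53 targets and RPGs passed fry only. Under TMM scaling the 4 lower lists and interferon-stimulated genes (adjusted p 0.0304) passed fry. Mitochondrial ribosomal proteins (adjusted p 0.957), p53 targets (0.182), RPGs (0.825) and oxidative phosphorylation subunits (0.146) did not. Ribosome biogenesis factors did not pass camera without shControl 1A (-0.14, adjusted p 0.0543), against adjusted p-values of 0.0124 to 0.0324 without one of the other libraries. Oxidative phosphorylation subunits lay 0.14 above all genes without shDYRK1A 1B (camera adjusted p 0.0262). Without one of the other libraries they lay 0.18 to 0.28 above. With spike-in scaling and an estimated inter-gene correlation, 0 of the 10 lists passed camera (adjusted p 0.991 for each), and 0 had an unadjusted p below 0.05. After TMM scaling, the S phase genes lay 0.73, 0.66 and 0.67 above the mean of all genes in shControl 1A, 1B and 1C and 0.19, 0.17 and 0.22 above it in shDYRK1A 1A, 1B and 1C (two-sided exact permutation p = 0.1, the smallest possible).

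The extremes of these lists were GMNN (log2 fold change -1.48) and UBR7 (-0.45) among S phase genes, LBR (-1.66) and RANGAP1 (-0.21) among G2/M genes, NAP1L1 (-1.17) and EIF3K (-0.24) among TOP transcripts, and UTP20 (-0.86) and RIOK1 (-0.22) among ribosome biogenesis factors. Among interferon-stimulated genes they were IFIT1 (-0.68) and IRF7 (0.51), and among oxidative phosphorylation subunits NDUFB5 (-1.63) and COX7C (0.33). RANGAP1, EIF3K and RIOK1 had an adjusted p above 0.05 with spike-in scaling, passed without shControl 1C (-0.30, -0.33 and -0.31) and turned to 0.20, 0.17 and 0.19 under TMM scaling. COX7C did not pass without shControl 1B (0.33), shControl 1C (0.23), shDYRK1A 1A (0.29), shDYRK1A 1B (0.30) or shDYRK1A 1C (0.38). UBR7 did not pass under TMM scaling (-0.05, adjusted p 0.474), without shControl 1A (-0.42) or without shControl 1B (-0.41).

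In the authors' deposited table, 1955 genes of 23026 had an adjusted p below 0.05 with a log2 fold change below -0.7, and 164 had one above 0.7. Among the 9697 genes past the filter, the authors' deposited table gave 1172 lower and 22 higher genes, and all of these were also called by edgeR here. DYRK1A had a log2 fold change of -0.70 and an adjusted p of 2.73e-06 in the authors' deposited table, and the median over its 89 RPGs was -0.42. A DESeq2 fit with a fold-change prior and the same size factors, chosen after seeing the data, differed from the authors' deposited table by at most 0.00412 in log2 fold change.

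The 3′ UTRs of 9275 genes, risen or fallen, were scanned for words of 7 bases that went with the fold change. Small RNAs bind through a seed match of that length. The lowest score was that of TGAAGTA (z = -11.48), against -4.91 for the lowest of 100 permutations. Genes grouped by the number of TGAAGT sites, a core chosen after the scan, had median log2 fold changes from -0.35 with 0 sites (5377 genes) to -0.60 with 4 or more (415 genes). Under TMM scaling these medians were 0.05 and -0.19. They are not corrected for UTR length, which the number of sites follows. With correction for UTR length, GC content and expression, genes with a site differed from genes without one by -0.061 on the log2 scale (standard error 0.006).

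**Figure D4:**
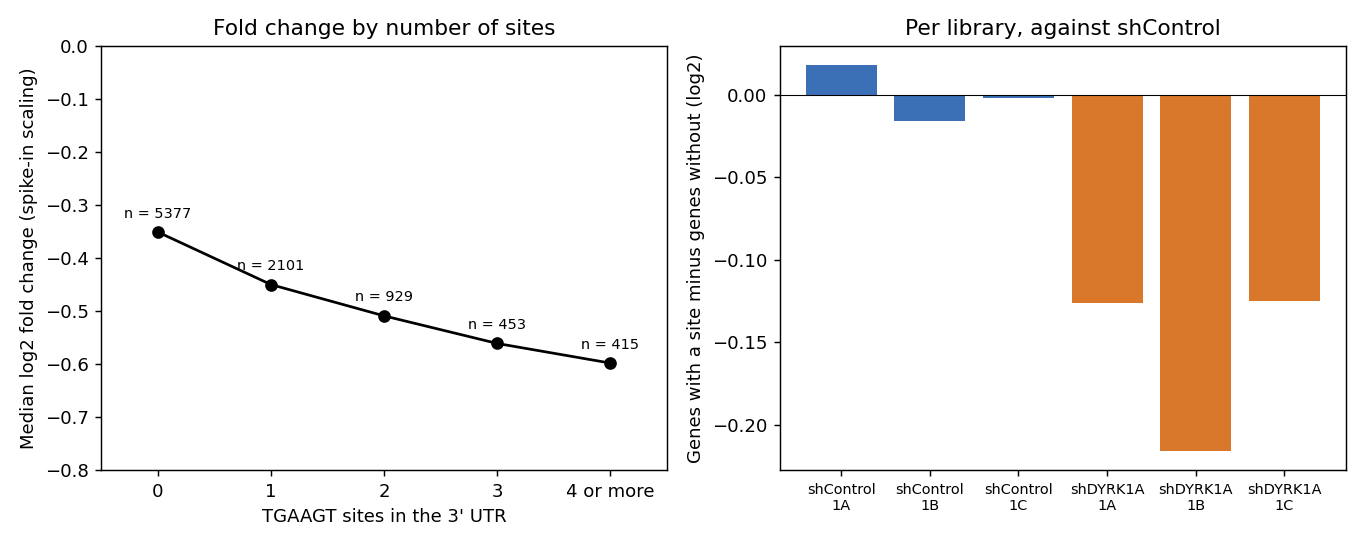
Left, median log2 fold change with spike-in scaling against the number of TGAAGT sites in the 3′ UTR, with the number of genes at each point, from -0.35 to -0.60 (0.05 to -0.19 under TMM scaling), without correction for UTR length. Right, per library, the mean log2 CPM after TMM scaling relative to the shControl libraries other than itself, as genes with a site minus genes without, which was lower in all 3 shDYRK1A libraries than in any shControl library.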

Values the study reported

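The text of the study placed most RPG transcripts among the 5% most strongly transcribed genes, and put the share of RPG promoters occupied by DYRK1A at about 25%.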

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

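The test in this part was chosen after the shares of unmapped reads were seen. Unmapped reads, which enter no comparison of the report, took 11.92, 15.65 and 10.85% of all reads in shDYRK1A 1A, 1B and 1C, and 10.69, 8.44 and 8.46% in shControl 1A, 1B and 1C. The mean was 12.8 ± 2.52% (SD, n = 3) in shDYRK1A and 9.20 ± 1.29% (SD, n = 3) in shControl, with each shDYRK1A library above each control (two-sided exact permutation p = 0.1, the smallest possible). The other 3 classes of reads outside genes did not separate the groups. If the unmapped reads were the fly reads and nothing else, dividing them by the spike-in size factor would give 1 value for all libraries. It gave 6545151, 4986040 and 4184420 in shControl and 5643050, 6516266 and 4577005 in shDYRK1A, so that the highest was 1.42 times the lowest within shDYRK1A, far beyond counting error. Fly reads alone are therefore excluded as the whole of this fraction. A part made of fly reads stays open and would take a larger share where cells hold less mRNA, and so do read quality and reads from other sources, which were not tested. Per size factor the groups did not differ (two-sided exact permutation p = 0.8). An effect of the hairpin itself on this fraction was not tested.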

How the results depend on the processing

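The fit with a fold-change prior and the lists matched on expression were chosen after the result was seen. Of the alternatives run, scaling turned the direction of the most named genes. Against 1386 lower and 27 higher genes, TMM gave 187 and 121, and median of ratios over the human genes 184 and 125. The RPG median of -0.43 became -0.014 and -0.011 (fry p 0.742 and 0.767). These scalings set the typical gene to 0 by construction, which shows the cause. Under TMM and median of ratios respectively, DYRK4 turned to 0.19 and 0.20, RPL10A to 0.007 and 0.01, FAU to 0.30 and 0.31, RPS28 to 0.26 and 0.26, RPL28 to 0.25 and 0.25, RANGAP1 to 0.20 and 0.20, RIOK1 to 0.19 and 0.19, and EIF3K to 0.17 and 0.17. The DYRK1A log2 fold change kept its sign and an adjusted p below 0.05 in all settings but glmTreat against 0.7, where the same value of -0.73 had an adjusted p of 1.0.

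Thresholds and filters moved the counts of genes. Lower and higher genes numbered 2492 and 229 with filterByExpr (17530 genes tested), 2468 and 224 with no filter beyond 1 count (32001 genes tested), 6145 and 105 at an adjusted p below 0.05 alone, 305 and 9 beyond a log2 fold change of 1, and 210 and 8 with glmTreat. More genes tested, or a looser or stricter threshold, account for these by construction. DESeq2's Wald test, the added fit with a fold-change prior and an unadjusted p changed neither count by more than the margin set for the counts (1158 to 1386 lower and 21 to 27 higher genes). The competitive p of the RPG list depended on its background: 0.717 over the 9697 genes, 0.00261 with filterByExpr and 2.53e-07 with no filter. The median of all genes was -0.401, -0.368 and -0.335 in these backgrounds, while the RPG median stayed at -0.43. The cause was not tested. Among 10000 lists matched on expression, the RPG median lay at percentile 78.9, above the middle.

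Leaving out one library gave 908 to 2093 lower genes, lowest without shDYRK1A 1B and highest without shControl 1C, and 16 to 32 higher genes, lowest without shControl 1C. The RPG median ranged from -0.52 without shControl 1C to -0.35 without shControl 1A, and its fry p was above 0.05 in 4 of the 6 fits, each with fewer libraries. The difference in RPG share ranged from -0.31 percentage points without shDYRK1A 1B to 0.13 without shDYRK1A 1C. Occupied minus other RPGs ranged from -0.008 without shControl 1A to 0.045 without shDYRK1A 1B, never past the threshold. Relative to all genes, the RPG list ranged from -0.094 without shDYRK1A 1B, where camera's adjusted p was 0.0371, to 0.02 without shDYRK1A 1C. Mitochondrial ribosomal proteins ranged from 0.019 to 0.083, with the direction of camera turned in the lowest, p53 targets from -0.031 to 0.007 and EIF4E2 from -0.044 to 0.064, none of them past the threshold. Human counts per size factor kept their direction in all 6 such comparisons and in both other gene sets, with an exact permutation p of 0.2 without shDYRK1A 1B or 1C.

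Comparing means in place of medians turned occupied minus other RPGs to -0.034, and counts per kilobase turned their level difference in shControl to -0.094 (permutation p 0.459 and 0.822). Of the gene lists, 0 passed with an estimated correlation, against 6, and 0 had an unadjusted p below 0.05. That correlation was estimated with spike-in scaling, where all genes of a library share a single size factor and any error in it. No result with a correlation estimated under TMM scaling is given, so the cause stays open. Fry sets a list against 0 and not against other genes. With spike-in scaling its direction was down for interferon-stimulated genes (-0.029), mitochondrial ribosomal proteins (-0.34), mitochondrially encoded genes (-0.32) and oxidative phosphorylation subunits (-0.18). The RPG list (-0.43) and p53 targets (-0.40) passed fry with that scaling.

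The replicate letters showed little pairing after TMM scaling: the deviations of same-lettered libraries from their group means correlated at 0.15, 0.07 and 0.13. That scaling removes differences in library scale. The spike-in size factors rose from 1A through 1B to 1C in both conditions, so pairing on that scale stays open. With the letter as a replicate block, the RPG median was -0.42, and no call among the named genes changed. Over the 36 named genes other than DYRK1A and DYRK3, 448 values kept direction and side of the threshold, 31 lost and 7 gained an adjusted p below 0.05, and 18 changed sign.

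Size factors from total fly counts, and human against fly counts without the 100 most abundant fly genes, were not run. The gene-wise test treats the error of the scale as independent between genes, although each library has a single scale. The biological coefficient of variation was 11.3% with spike-in scaling and 5.2% with TMM, and 3 libraries per group limit how well the shared shift itself is known.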

Other observations

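Of the tests in this part, those of the spike-in mix, of a shift shared by all genes, of the length trend of 1 library, of base composition and coding sequence, and of the word in RPGs were chosen after the result was seen. The comparison with lists matched on expression, the count of sites in DYRK1A and the follow-up of TGAAGT sites per gene, per library and among called genes were also chosen after the results were seen. The other tests were written down before their results.

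Only 1 of the 10 splits of the 6 libraries gave as large a difference in human counts per size factor, the real one. As many lower genes as 1386 came from 1 of 10 splits and as many higher genes as 27 from 1 of 10 splits, the real one in both cases. Each of the 9 other splits gave 0 genes at these thresholds, and 0 to 3 lower and 0 to 1 higher genes at an unadjusted p below 0.05. These counts are no evidence for the calls, since every other split puts both conditions in each group, where the real difference adds to the spread within groups and keeps calls near 0. With 10 splits, variation of the spike-in mix between libraries cannot be told apart from lower mRNA content: any fall in human counts and any rise in fly cells added to the shDYRK1A samples give the same values. For the number of gene lists past camera's threshold, 7 of the 10 splits gave 6 lists or more. The splits are no null for camera either, since each other split still holds 2 libraries of a condition against 1 and keeps part of the real difference. Taken list by list on the mean level per library, each of the 6 lists had 1 of 10 splits as large, the real one (two-sided exact permutation p = 0.1, the smallest possible), and the other 4 lists had 6 to 9 of 10.

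The fall of RPG transcripts with spike-in scaling is consistent with a shift shared by all human genes, as limma's competitive test of the RPG list gave a camera p of 0.717 (83 genes) and its median lay -0.03 from that of all genes. An exception is the analysis without shDYRK1A 1B, where the list lay -0.09 from all genes with a raw camera p of 0.026. Others are the wider backgrounds of weakly expressed genes, where camera's p was 0.00261 and 2.53e-07. The median of all genes was -0.368 and -0.335 in these backgrounds. Against 10000 lists matched on expression, whose medians centred on -0.45, the RPG median of -0.43 lay at percentile 78.9. With all 6 libraries RPGs therefore did not fall beyond genes of the same expression bins. The match was coarse, as each bin held 5% of the genes and 71 of the 83 RPGs were in the top bin. RPGs were not removed from the bins. That comparison was not run without shDYRK1A 1B.

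GC content or gene length did not account for most of the differences around the shared shift. Of the 308 genes called under TMM scaling, 74.7% kept their call once a GC trend was removed per library, and 87.7% once a length trend was. The slope on GC was positive in all 3 shDYRK1A libraries and negative in all 3 shControl libraries, so that part of the calls moved with it. The slope on length separated the groups too. It was -0.005, -0.08 and 0.007 log2 per SD in shDYRK1A 1A, 1B and 1C, against 0.02, 0.026 and 0.033 in shControl.

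Off-target effects of the DYRK1A hairpin may explain part of the strongest falls. In a scan of 15498 words of 7 bases over the 3′ UTRs of 9275 genes, corrected for UTR length, GC content and expression, TGAAGTA had the lowest score (z = -11.48), followed by TTGAAGT (-11.35) and TGAAGTT (-10.98). The lowest score in 100 permutations was -4.91. Of the 13 words beyond it, 12 held GAAGT, and 0 words stood out by the same measure among genes that rose. TGAAGTA occurs in 2 of the 24 annotated DYRK1A transcripts, and TTGAAGT and TGAAGTT in 16 each, and the DYRK1A 3′ UTR holds 7 TGAAGT sites. That number does not stand out, since 26 of the 100 genes nearest to it in UTR length hold as many or more, and the hairpin sequence was not used here. The median log2 fold change was -0.35 for genes with no TGAAGT in the 3′ UTR, -0.45 with 1 site, -0.51 with 2, -0.56 with 3 and -0.60 with 4 or more. These medians are not corrected for UTR length, which the number of sites follows, and with the correction genes with a site differed from genes without one by -0.061. Per library, without that correction, the difference was -0.13, -0.22 and -0.13 in shDYRK1A 1A, 1B and 1C, against 0.02, -0.02 and 0.00 in the shControl libraries. Among genes called lower under TMM scaling, 76.5% of 183 had a site where UTR length predicts 54.1% (a share that none of 10000 random draws matched on UTR length reached), and among those called higher, 21.9% of 105 where 31.1% is predicted. Of the 30 largest falls, 24 had a site. So did 64.6% of the 1126 genes with a 3′ UTR that fell beyond DYRK1A, and 42.0% of all genes scanned. None of these values is matched on UTR length.

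Base composition of the UTR is argued against as the cause: the other 87 words made of the same bases, apart from the 2 that are 1-base shifts of TGAAGT, reached -2.64 at the lowest, against -10.58 for TGAAGT. A property of the whole transcript stays open. The word in the coding sequence only went with a difference of -0.025 (standard error 0.007), smaller than -0.061 (standard error 0.006) in the 3′ UTR but of the same sign. These differences came from different sets of genes and different corrections, so their sizes cannot decide the question. A word bound by an RNA-binding protein or microRNA that responds to DYRK1A stays open, since only 1 hairpin was sequenced. This signature is a hypothesis found and tested on the same data.

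The fall of RPG transcripts is not explained by direct matches to this word. The 47 RPGs without TGAAGT had a median log2 fold change of -0.393 and the 22 with it one of -0.453. S phase genes without the word (18 genes) had a median of -0.82, against -0.35 for all genes without it, none of these medians being corrected for UTR length. Indirect effects of the off-targets on both lists were not tested. In the study, RT-qPCR with different hairpins against DYRK1A also gave lower transcripts of selected RPGs. Its evidence for their fall therefore does not rest on these libraries alone.

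Library shDYRK1A 1B had the highest RPG share, the lowest depth, the lowest DYRK1A count and the largest share of unmapped reads. A GC trend of that library is not the cause of its RPG share, since after its removal the RPG median was 0.143 above that of all genes, still the highest of the 6 libraries. After removal of a length trend it was 0.0805, just within the range of the others, whose highest was 0.081 in shControl 1A. A length trend of that library therefore stays open as a source of its RPG share, which 1 library does not decide. Reads lost to overlapping genes did not show as a source of the differences between RPGs: the 34 RPGs with same-strand exon overlap had a median log2 fold change of -0.40 and the 49 without it one of -0.43 (permutation p = 0.576), which leaves the question open.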
